A study of Mus musculus with 3 samples. Its data were reported in "Abnormal transcriptome-wide DNA demethylation induced by folate deficiency causes neural tube defects" (2022).

How the data were processed

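Genome-wide 5-methylcytosine (5mC) was profiled by MeDIP-seq in Sv129 cells, a mouse embryonic stem cell (mESC) line, cultured with 0 mg/L folate (FA0) or 4 mg/L folate (FA4). In MeDIP-seq, DNA is fragmented, made single-stranded and pulled down with an antibody against 5mC, and the recovered fragments are amplified and sequenced, so that read density reflects methylated CpG content and the efficiency of the pulldown. The series holds 3 samples, namely 1 immunoprecipitate per condition and 1 input from FA0 cells. The labels and the study's methods differ on the fragment size and on the source of the antibody, and no value here depends on that choice.

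The submitters' processing notes name cutadapt 1.9.1, Bowtie2 2.2.4 and the mouse genome build mm10. The program that called the differential regions, and whether duplicate reads were removed, are not given in the sources used here. The authors deposited lists of regions that differed between the FA4 and the FA0 immunoprecipitate, genome-wide and for promoters, each split by direction, at a fold of at least 2 and a p of at most 0.00001 as the study's supplement states. Each region is repeated for every RefSeq transcript it is assigned to, with its class and its distance to the transcription start site (TSS). The deposited signal per region is a normalized read count for each immunoprecipitate, scaled by 1 factor per library by the authors. The deposited score per region is a signed fold of FA4 over FA0, and it was recomputed as the ratio of the normalized counts after adding 0.1 to each. The p-values in the authors' deposited table were recomputed with a G-test of the 2 normalized counts of a region, and the median ratio of recomputed to listed values was 1.00. They therefore compare 2 libraries, not 2 conditions, and treat scaled reads as independent counts. The largest p in the authors' deposited table was 9.87e-06. A further 8 columns of averages repeat the normalized counts value for value and were not used.

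Normalized counts were whole multiples of 0.707 in FA4 and of 1.41 in FA0, so whole reads were recovered by dividing by these steps. With a tolerance of 0.0051, 100% of the values above 0 came out whole in each library. The steps differ by a factor of 2, so that 1 FA0 read weighs as much as 2 FA4 reads. With no read in the other library, the smallest listed region had 10 reads in FA0 or 20 reads in FA4. The total depth of each library is not given in the sources used here. Region lengths and starts fell on a grid of 20 bp.

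The genome-wide list of FA0-higher regions ends within regions of 11 FA0 reads and 0 FA4 reads, at the row limit of a spreadsheet and in order of fold, so it holds only part of the regions. Of the 41447 FA0-higher promoter regions, 7628 (18.4%) are missing from it, and none of those had at least 12 FA0 reads with 0 FA4 reads. Genome-wide numbers of FA0-higher regions are therefore lower bounds, and the promoter lists were used for the main comparisons.

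Regions were counted once each, by distinct chromosome, start and end, and took the class and distance of the nearest TSS. Promoter regions lie within 2 kb of a TSS in the authors' classification. Shares have exact Clopper-Pearson 95% intervals. A fold against 0 reads was computed against a floor of 3 reads in the other library, after the libraries' scaling, and is given as a lower bound. Where the other library had reads, the ratio of normalized counts is given with an exact Clopper-Pearson interval of its reads. Intervals and floors cover counting error only.

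No test of the conditions was possible with 1 library per condition, and no p-value across genes or regions was computed. Gene lists were fixed before the data were examined: the Hedgehog genes of the study, the wider Hedgehog pathway, DNA methylation machinery, folate and one-carbon metabolism, neural tube closure, pluripotency, imprinted genes, germline genes, neural development, genes of the 2-cell-like state, the p53 pathway, housekeeping genes with CpG island promoters, markers of feeder fibroblasts, primitive endoderm and trophectoderm, and multi-copy loci. For each list, members were sorted into those with FA0-higher promoter regions only, FA4-higher regions only, regions of both directions, and none. The share of protein-coding members with a region of each direction was placed among 10000 random lists of the same size drawn from 21900 protein-coding genes and matched on the number of annotated RefSeq transcripts, since genes with more transcripts have more listed regions. The share with FA0-higher regions only was placed among random lists matched on deciles of the mean normalized count. That matching follows the outcome in part, because a gene's mean count comes from its own listed regions and FA4-higher regions carry more counts. The random lists therefore resemble the members in direction, and these percentiles cannot decide whether a share is unusual. Percentiles describe these libraries and are not tests. Symbols were matched to the reference gene table of GRCm38.p6, and 33323 of 34546 matched.

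Genes named in the text follow a rule set before the data were examined. It takes 18 genes of the study. It also takes, per direction, the 10 genes with the largest ratio among promoter regions with at least 20 normalized counts in the higher library and reads in the other, the 5 regions with the most counts genome-wide, and up to 3 members per list with the largest fold, from which examples were drawn. A few leading entries of the study's promoter supplement (at Golt1b, Recql, Sfi1 and Krt78) had already been seen when this rule and the list of multi-copy loci were written. Alternatives set beforehand were a fold of at least 4, a minimum of 20 normalized counts, leaving out regions with 0 counts in the other library, merging within 1 kb, standard chromosomes only, unscaled reads, covered length, an FDR of at most 1e-10, a distance of at most 500 bp, curated transcripts, and for gene lists the median log2 fold. Alternatives added after seeing the data were minimums of 20 and 50 reads, leaving out regions of 380 bp, folds above the end of the genome-wide list, scaling by regions read deeply in both libraries, the distance of at most 500 bp for gene lists, and an exact binomial test on recovered reads. That last test took the libraries' factor of 2 as its null, among listed regions only. It called 33193 of the 41447 FA0-higher and 7667 of the 8003 FA4-higher promoter regions at a p of at most 0.00001. With no factor between the libraries it called 18067 of the FA0-higher and all 8003 FA4-higher promoter regions. CpG and GC content of the regions was not analysed here, since no genome sequence was used.

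Computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The computations were tested on simulated data. All reads of 49450 simulated promoter regions were recovered (100%). In 2000 simulated regions per library with all reads at 1 position, 200-bp windows moved by 20 bp gave regions of 380 bp in 100% of cases. With positions spread by an SD of 75 bp this fell to 1.21% at FA4 read numbers and 10.7% at FA0 read numbers. The 100% is fixed by the window and its step. Window and SD were settings of the simulation, since the calling program is not given. Of 20 random gene lists, 95% fell between the 2.5th and the 97.5th percentile, and 100% of 20 planted lists lay above the 97.5th.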

Results

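MeDIP-seq measured 5mC, the methylated form of cytosine found mainly at CpG sites, in Sv129 mESCs grown without folate (FA0, 0 mg/L) or with folate (FA4, 4 mg/L). Folate supplies the one-carbon units from which the methyl donor of DNA methylation is made, and the comparison asks how 5mC differs without it. There was 1 immunoprecipitate per condition, and the FA0 input was not analysed here. No difference below has a replicate check, and each one compares 2 libraries, not 2 conditions. Total depth per library is not given in the sources used here. In the normalized counts 1 FA4 read was worth 0.707 and 1 FA0 read 1.41. Coordinates are of build mm10, and brackets after a share hold its exact Clopper-Pearson 95% interval. Reads made by PCR are not independent molecules, so intervals and floors cover counting error only.

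Hedgehog genes, which pattern the ventral neural tube, had listed promoter regions in both directions. Gli2, a transcription factor of the pathway, had 1 FA4-higher region (chromosome 1, 119053621 to 119054000, 191 bp upstream of a TSS) with 150 FA4 reads and 0 FA0 reads, at least 25-fold higher in FA4. It also had 6 FA0-higher regions, the deepest with 37 FA0 reads and 0 FA4 reads (119051721 to 119052600), at least 24.7-fold higher in FA0. Csnk1g3, a casein kinase, had only an FA4-higher region (chromosome 18, 53861781 to 53862160), with 136 reads against 0. Hhatl had 4 regions, all FA0-higher, the deepest with 29 reads against 0 (chromosome 9, 121795441 to 121796120). Smurf1, a ubiquitin ligase, had FA4-higher regions of 141 and 101 reads and FA0-higher regions of 14 and 10 reads. The FA4-higher regions of Gli2, Csnk1g3 and Smurf1 were each 380 bp long, the length that reads at 1 position gave in simulated windows. Their reads may be copies of single fragments, which the floor does not cover. The FA0-higher regions of Smurf1 and some of those of Gli2 and Hhatl had this length too, with fewer reads.

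The ligand Shh had 3 regions, all FA0-higher, with 37 reads against 0 at 49 bp upstream of its TSS (chromosome 5, 28466901 to 28467400) and 10 reads in each of the others. Its co-receptor Boc had 1 FA0-higher region of 26 reads. Cdon, another co-receptor, had an FA4-higher region of 190 reads, 1645 bp downstream of a TSS, and an FA0-higher region of 26 reads, 29 bp downstream of a TSS. Gli1, Gli3 and the signal transducer Smo likewise had regions of both directions. Gas1 had an FA4-higher region with reads in both libraries, 122 in FA4 and 18 in FA0, a ratio of 3.39 (95% interval 2.06 to 5.91). It also had an FA4-higher region of 65 reads against 0, 380 bp long and 5 bp downstream of a TSS. An FA0-higher region of 10 reads against 0 overlapped that one. Of the 11 Hedgehog genes taken from the study, 7 had regions of both directions, 3 had FA0-higher regions only and 1 had an FA4-higher region only. This list is not independent of the study's own data, and 8 of its 11 members (72.7%, 39.0 to 94.0) had an FA4-higher region, the 99.9th percentile of matched random lists. Within 500 bp of a TSS 4 had one, the 99.3rd percentile. FA0-higher regions were frequent too, in 10 of 11 members (92.1st percentile) and within 500 bp in 7 (93.8th). The share with FA0-higher regions only, 27.3%, was at the 4.4th percentile of lists matched on mean counts. Those lists follow the members' own directions in part, with a mean share of 48.4%, so this percentile cannot decide.

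Among the enzymes that write and remove 5mC, FA0-higher regions were the more frequent. Dnmt1, the maintenance methyltransferase, had 3 FA0-higher regions of 17, 13 and 12 reads and no FA4-higher region. Dnmt3b, a de novo methyltransferase, had 1 of 40 reads (chromosome 2, 153650081 to 153650980), at least 26.7-fold higher in FA0. Dnmt3a had FA0-higher regions of 16 and 15 reads and an FA4-higher region with 104 FA4 and 6 FA0 reads, a ratio of 8.67 (3.85 to 24.2). Tet1, a 5mC dioxygenase, had FA0-higher regions of 30, 24 and 20 reads and an FA4-higher region with 77 FA4 and 2 FA0 reads, a ratio of 19.25 (5.15 to 162). Tet2, Tet3 and the glycosylase Tdg had FA0-higher regions only, with at most 30 reads. The FA4-higher regions of Dnmt3a and Tet1 were also 380 bp long, as were the Tet2 region and the shallower Tet3 region. In the whole list of 26 genes of DNA methylation, 17 had FA0-higher regions only, 4 had both and 5 had none, and none had FA4-higher regions only. The list stood at the 77.6th percentile for FA0-higher and the 11.2th for FA4-higher regions.

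Across all promoters, 41447 regions were higher in FA0 and 8003 were higher in FA4, so that FA0 took 83.8% (83.5 to 84.1) of 49450 regions. They belonged to 24269 and 7687 gene symbols, of which 5866 had regions of both directions. Few of these regions had reads in both libraries. The other library was at 0 in 99.4% (99.3 to 99.5) of FA0-higher and 72.6% (71.6 to 73.6) of FA4-higher promoter regions. FA0-higher regions rested on a median of 16 reads and FA4-higher regions on a median of 104. With a minimum of 20 reads in the higher library 65.1% of promoter regions were FA0-higher, and with a minimum of 50 reads 10.6% were, both minimums chosen after seeing the data. Among the 2435 promoter regions with reads in both libraries, 242 (9.94%) were FA0-higher.

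**Figure D1:**
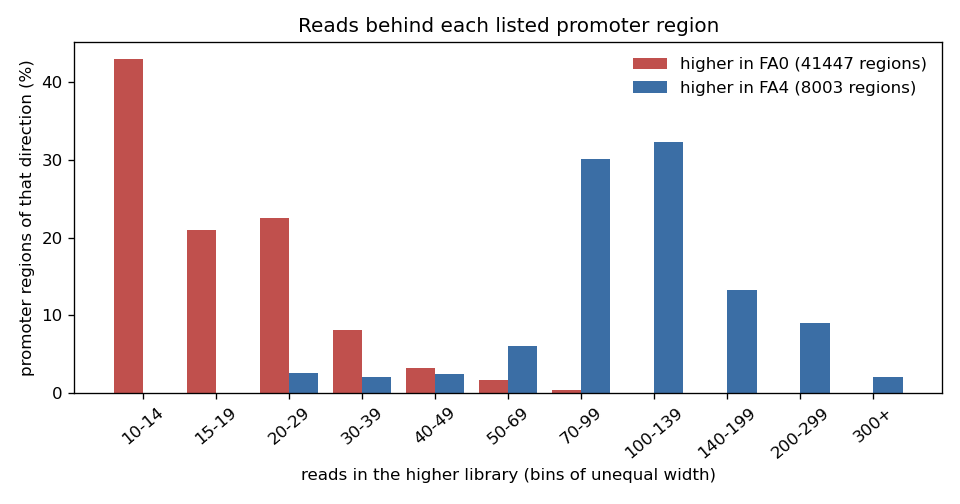
Reads in the higher library for listed promoter regions, as the percentage of the 41447 FA0-higher (red) and 8003 FA4-higher (blue) regions in each bin of reads. Most FA0-higher regions have under 30 reads, and most FA4-higher regions have 70 or more.

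Promoters read in both libraries differed by up to 2 orders of magnitude in either direction, with wide intervals. The largest FA4-higher ratios were at Med26, a Mediator subunit (chromosome 8, 72545861 to 72546340), with 390 FA4 reads and 1 FA0 read, a ratio of 195 (34.8 to 7722), at the kinase gene Ulk4 with 655 and 2 reads, a ratio of 164 (45.2 to 1355), and at Rcbtb2 with 324 and 1 reads, a ratio of 162 (28.9 to 6418). Adam3, Tfdp1, Iqsec1, Dera, Plvap, Aven and Cenpj followed, with ratios from 134 down to 105 and lower 95% bounds no less than 18.6. The largest FA0-higher ratios were at Dmtn, which encodes dematin (chromosome 14, 70627681 to 70628440), with 91 FA0 reads and 1 FA4 read, a ratio of 182 (31.9 to 7267), and at Lims1 with 54 and 1 reads, a ratio of 108 (18.6 to 4344). Tmem181b-ps, Speer4c, the lysosomal regulator Tfeb, Ttc9b, Arhgap27, Dok3, Skiv2l2 and AB124611 followed, with ratios from 102 down to 64.0 and lower 95% bounds no less than 10.7. All these regions were picked for the largest ratios, which favours 1 to 3 reads in the lower library, and the intervals do not allow for that choice. The Tfdp1 region, with 252 FA4 reads, was 380 bp long.

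Around the TSS the 2 directions had nearly the same profile. Within 250 bp of the nearest TSS lay 18.3% (17.9 to 18.7) of FA0-higher and 18.9% (18.1 to 19.8) of FA4-higher promoter regions, falling to 10.3% and 10.9% between 1750 and 2000 bp. Regions upstream of the TSS made up 45.9% (45.4 to 46.4) and 47.0% (45.9 to 48.1).

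**Figure D2:**
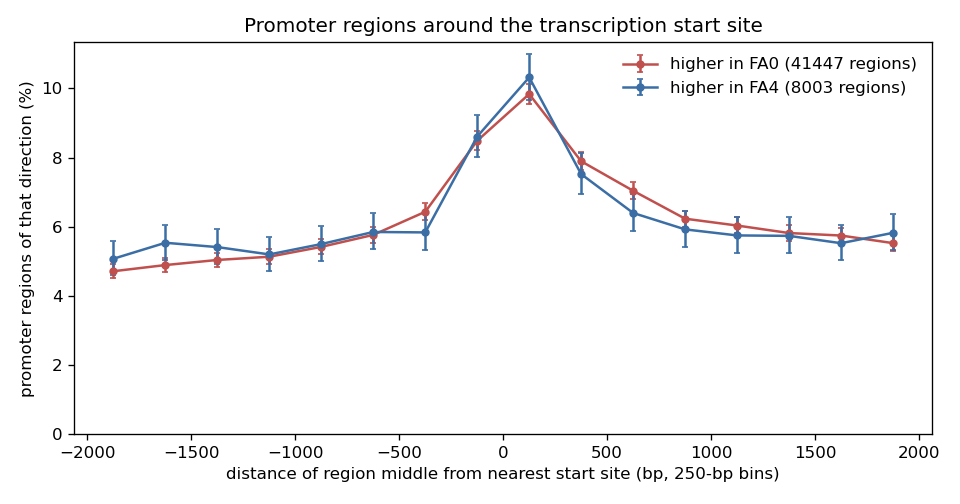
Percentage of FA0-higher (red, 41447) and FA4-higher (blue, 8003) promoter regions in 250-bp bins of signed distance from the nearest TSS, with exact 95% intervals. Both curves peak in the bin just downstream of the TSS, at 9.84% and 10.3%.

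Genome-wide, the regions with the most FA4 reads were also read in FA0. They lay in intergenic or upstream sequence whose nearest genes were Fgf14 (chromosome 14, 124801421 to 124802400, 21456 FA4 and 2561 FA0 reads), Mrgprd, Adgre5, LOC108168395 and Tmem196, with ratios of normalized counts from 4.19 to 4.94. The partial FA0-higher list holds only 5 regions with FA4 reads, so its ranking covers almost none of those. Its regions with the most reads included 3 at Sfi1, a centrosomal gene with several copies of its sequence in the genome. They had 258, 220 and 202 FA0 reads and 0 FA4 reads (the first at chromosome 11, 3194341 to 3195160, at least 172-fold higher in FA0). The next lay near C130026I21Rik, with 193 FA0 reads against 0, and near Gm7102, with 185 FA0 and 2 FA4 reads, a ratio of 185 (50.5 to 1539). The listed regions numbered 92738 FA4-higher and at least 326992 FA0-higher. The FA0 share of 77.9% (77.8 to 78.0) is a lower bound too, since the FA0-higher list holds only its regions of highest fold. With at least 50 reads in the higher library the FA0 share was 6.83%.

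By class, the FA0-higher regions in this partial list lay at promoters in 10.3% (10.2 to 10.4) and in exons or introns in 33.8% (33.6 to 34.0), and 55.9% (55.7 to 56.0) were upstream or intergenic. For FA4-higher regions these shares were 8.63% (8.45 to 8.81), 32.6% (32.3 to 32.9) and 58.8% (58.5 to 59.1). Among the listed regions the FA0-higher share ran from 75.7% to 80.2% over the 19 autosomes. It was 71.9% (71.0 to 72.8) on X and 44.2% (41.6 to 46.9) on Y, from 608 FA0-higher and 767 FA4-higher regions. The complete promoter lists gave 81.8% to 84.8% over the autosomes, 82.9% (79.98 to 85.6) on X, within that range, and 57.1% (39.4 to 73.7) on Y, from 20 and 15 regions.

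Genes of folate and one-carbon metabolism held listed regions of both directions. Of 42 members, 19 had FA0-higher regions only, 2 had FA4-higher regions only, 14 had both and 7 had none. Shmt2, the mitochondrial serine hydroxymethyltransferase, had 75 FA0 reads against 0 (chromosome 10, 127520801 to 127521740). The folate transporter Slc46a1 had 202 FA4 reads against 0 (chromosome 11, 78465401 to 78465860), and the reduced folate carrier Slc19a1 had 188 FA4 and 2 FA0 reads, a ratio of 47.0 (12.8 to 391). FA4-higher regions were present in 38.1% (23.6 to 54.4) of members, the 98.8th percentile of matched random lists, and FA0-higher regions in 78.6%, the 85.5th. Within 500 bp of a TSS 5 of 42 members had an FA4-higher region, the 78.0th percentile.

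In the wider Hedgehog pathway 25 of 46 members had FA0-higher regions only, 2 had FA4-higher regions only, 15 had both and 4 had none. Its share with an FA0-higher region was at the 96.8th percentile, and at the 99.5th within 500 bp of a TSS with 29 of 46 members. FA4-higher regions were frequent too, in 17 of 46 members (94.8th percentile) and within 500 bp in 9 (97.1st). All 11 Hedgehog genes taken from the study are also in this list, so it is no separate check. They hold 8 of these 17 members and 4 of these 9. They also hold 10 of its 40 members with an FA0-higher region, and 7 of the 29 within 500 bp. The receptor gene Ptch1 had 77 FA0 reads against 0 (chromosome 13, 63566061 to 63567080), and the ligand gene Ihh had 218 FA4 reads against 0. In the list for neural tube closure 33 of 52 members had FA0-higher regions only, 3 had FA4-higher regions only, 9 had both and 7 had none, at the 92.8th percentile for FA0-higher and the 43.5th for FA4-higher regions. Besides Ptch1, which this list shares, the planar polarity genes Ptk7 and Celsr1 had 44 and 38 FA0 reads against 0, and the kinase gene Abl2 had 240 FA4 reads against 0. Neural development genes split into 20 with FA0-higher regions only, 2 with FA4-higher regions only, 10 with both and 6 with none. Their FA0-higher share was at the 98.6th percentile (79.0th within 500 bp of a TSS) and their FA4-higher share at the 97.3rd (98.0th within 500 bp). Irx3 had 50 FA0 reads against 0 and Sox11 had 197 FA4 reads against 0.

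In the pluripotency list 27 of 30 members (90.0%, 73.5 to 97.9) had an FA0-higher region, the 99.9th percentile of matched random lists, but within 500 bp of a TSS 14 had one, the 91.7th. This distance was applied to lists after seeing the data. FA4-higher regions were present in 10 of 30, the 95.2nd percentile (71.4th within 500 bp). Esrrb, a transcription factor of naive pluripotency, had 63 FA0 reads against 0 at one promoter region (chromosome 12, 86420681 to 86421680) and 111 FA4 reads against 0 at another (86423101 to 86423480). By direction 19 members had FA0-higher regions only, 2 had FA4-higher regions only, 8 had both and 1 had none. The p53 pathway stood at the 99.6th percentile for FA0-higher regions, and within 500 bp of a TSS at the 66.9th, with 13 of 31 members. For FA4-higher regions it stood at the 36.7th percentile (39.6th within 500 bp). By direction 22 members had FA0-higher regions only, 0 had FA4-higher regions only, 6 had both and 3 had none. Rrm2 had 44 FA0 reads against 0, while Tsc2 and the cell cycle inhibitor gene Cdkn1a had 244 and 191 FA4 reads against 0.

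Imprinted genes had FA0-higher regions only in 28 of 48 members, FA4-higher regions only in 1, both in 14 and none in 5. Nnat and Magel2 had 61 and 52 FA0 reads against 0, and Rtl1 had 178 FA4 reads against 0. The list stood at the 95.3rd percentile for FA0-higher and the 90.2nd for FA4-higher regions (82.5th and 70.3rd within 500 bp). Germline genes had FA0-higher regions only in 21 of 37 members, FA4-higher regions only in 3, both in 9 and none in 4, with Sycp1 at 68 FA0 reads and Piwil4 at 228 FA4 reads, each against 0. They stood at the 90.8th percentile for FA0-higher and the 87.3rd for FA4-higher regions (14.8th and 98.7th within 500 bp). Of the 22 genes of the 2-cell-like state, many of them in multi-copy clusters, 14 had no listed region, 4 had FA0-higher regions only, 1 had FA4-higher regions only and 3 had both. Zscan4c had 37 FA0 reads against 0. Of the 17 protein-coding members 41.2% had an FA0-higher region (9.56th percentile) and 23.5% an FA4-higher one (79.65th).

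Housekeeping genes with CpG island promoters had FA0-higher regions only in 10 of 15 members, FA4-higher regions only in 2 and none in 3, and Eef1a1 had 256 FA4 reads against 0. Their share with an FA0-higher region was at the 71.0th percentile, and at the 46.5th within 500 bp of a TSS. Markers of other cell types were Acta2, Thy1 and 13 further feeder fibroblast genes (7 FA0 only, 3 FA4 only, 1 both, 4 none), 10 primitive endoderm genes (5, 0, 2 and 3 in the same order) and 9 trophectoderm genes (7, 0, 2 and 0). All 9 trophectoderm genes had an FA0-higher region, the 99.2nd percentile, and within 500 bp of a TSS 4 had one, the 76.1st. Hand1, of the trophectoderm list, had 36 FA0 reads, and Gata6, of the primitive endoderm list, had 124 FA4 reads, each against 0. Of 19 multi-copy genes 5 had FA0-higher regions only, 2 had FA4-higher regions only, 6 had both and 6 had none. For the lists highest in FA0-higher regions, the share of listed members with FA0-higher regions only stood lower against lists matched on mean counts. It was at the 24.7th percentile for pluripotency, the 86.0th for the p53 pathway and the 38.3rd for the wider Hedgehog pathway. For imprinted, neural development and trophectoderm genes it was at the 46.05th, 56.7th and 9.4th. The lists matched on mean counts follow the members' own directions in part, so these percentiles cannot decide. For trophectoderm genes their mean share was 91.7%, against 70.5% of all genes with a listed promoter region.

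**Figure D3:**
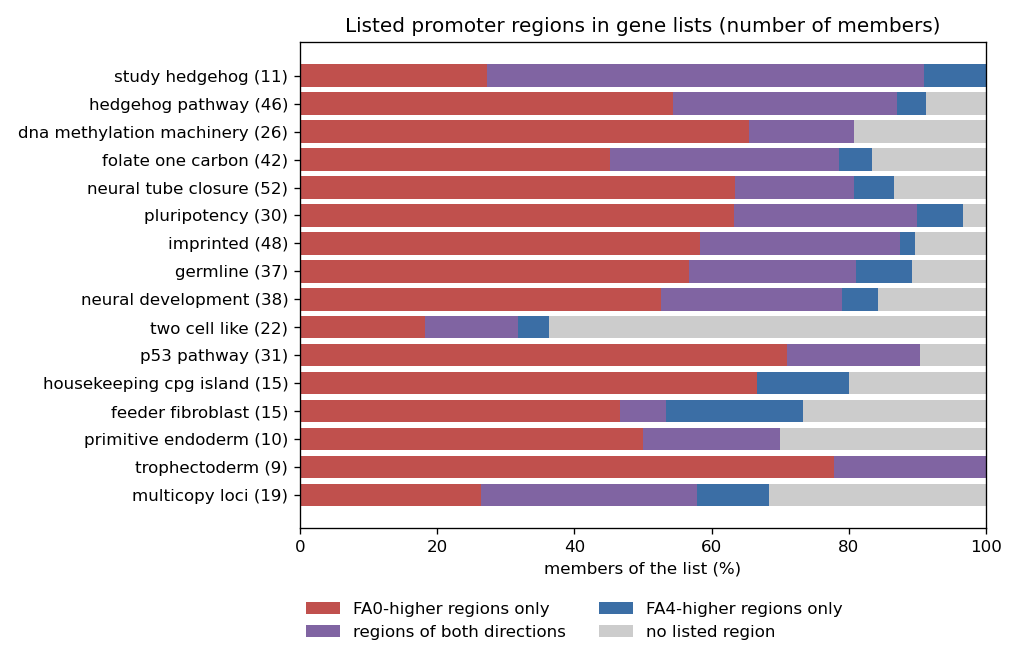
Members of each gene list, as a percentage of the number in brackets, with FA0-higher promoter regions only (red), regions of both directions (purple), FA4-higher regions only (blue) or none (grey). FA0-higher regions only are the largest class in 13 of the 16 lists, and 14 of 22 genes of the 2-cell-like state have none. Over all 26090 genes with a listed promoter region 70.5% have FA0-higher regions only, so that count is not particular to these lists.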

Values the study reported

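The study reported 61,194 differentially methylated genes between mESCs with normal folate and folate-deficient mESCs. Of these it described 33,992 as methylated and 27,202 as unmethylated. In the 5mC data it placed more than 50% of the peaks in intergenic regions and fewer than 30% in gene bodies.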

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

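The minimums of 20 and 50 reads, the removal of 380-bp regions, the binomial test, the folds above the end of the genome-wide list the scaling by deeply read regions and the 500-bp distance for gene lists were tests chosen after the result was seen. The FA0 share stayed above 50% under 12 of 14 alternatives for promoter regions and 10 of 11 genome-wide. Unscaled reads and the scaling by deeply read regions were not counted, and some counted alternatives could hardly lower the share, as given below. The exceptions for promoter regions were leaving out regions with 0 counts in the other library, with 242 FA0-higher and 2193 FA4-higher regions (9.94%), whose cause was not tested, and at least 50 reads, with 882 FA0-higher regions (10.6%). Genome-wide the exception was at least 50 reads, with 6236 FA0-higher regions (6.83%). These read minimums remove FA0-higher regions foremost because those rest on fewer reads. Leaving out 0 counts left 22214 FA4-higher regions genome-wide, and no share is given there, since the FA0-higher list ends before most such regions and holds 5.

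The other shares moved as follows, promoters first: 84.7% and 78.8% at a fold of at least 4, 75.2% and 70.7% at 20 normalized counts, 80.5% and 74.9% merged within 1 kb, 86.2% and 81.2% of covered length, 60.0% and 52.2% at an FDR of at most 1e-10, 65.1% and 58.6% at 20 reads, 92.2% and 89.8% without 380-bp regions, 81.2% and 78.4% by the binomial test, 85.2% and 82.2% at folds above the list's end, and 86.7% and 81.3% when scaled by deeply read regions. Curated transcripts gave 84.3% for promoters. Fewer regions pass by construction under filters: 23642 FA0-higher promoter regions at 20 normalized counts, 10028 and genome-wide 84985 at the FDR, 14926 and 131280 at 20 reads, and 26083 without 380-bp regions. Without 380-bp regions 2197 FA4-higher promoter regions and 25879 genome-wide were left. Within 500 bp of a TSS lay 13548 FA0-higher and 2586 FA4-higher regions, and curated transcripts held 24123 and 4500. Covered length was 20.3 Mb and 3.27 Mb at promoters, and 164 Mb and 38.0 Mb genome-wide. The promoter class took 10.7% of FA0-higher regions at 20 normalized counts and 8.24% of FA4-higher regions at folds above the list's end. Standard chromosomes left every count within 1.5 times and every share within its interval. Unscaled reads and the scaling by deeply read regions say nothing of stability, since they were run on regions listed under the authors' scaling, mostly with 0 in the other library, and the list's end leaves only FA4-higher regions among the deeply read.

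Among gene lists the share with FA0-higher regions only crossed 50% for multi-copy loci, from 38.5% to 53.8% with curated transcripts and 85.7% within 500 bp of a TSS, and for the study's Hedgehog genes, from 27.3% to 55.6% within 500 bp. Such filters keep fewer regions per gene, so members can leave the class of both directions. Within 500 bp the share also rose for folate genes (54.3% to 78.3%) and imprinted genes (65.1% to 82.1%). It fell for germline genes (63.6% to 55.6%). No other cause was tested. The median log2 fold of FA4 over FA0 was above 0 for the study's Hedgehog genes and multi-copy loci and below 0 in the other lists. It took, for each gene, the promoter region with the most normalized counts. FA4-higher regions carry more of these, with a median of 73.5 against 22.6, so genes with both directions lean to FA4 by construction. The median fold has no exact size, since most member folds are bounds against the floor of 3 reads, in both directions. Sequence content, including its alternatives, was not run for lack of a genome sequence. No paired analysis was possible because each condition has 1 immunoprecipitate. FA0-higher promoter regions rest on a median of 16 reads, which limits single regions.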

Other observations

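The gene families, the comparisons by transcript number and of promoter regions read deeply in both libraries, and the tests of scaling, of reads per 380-bp promoter region, of promoter regions read in both libraries and of 380-bp lengths were chosen after the result was seen. Large chemosensory receptor families, clustered and repetitive in the genome, had few listed promoter regions in either direction. FA0-higher regions were present at 31.0% (28.3 to 33.8) of 1110 olfactory receptor genes, against a mean of 55.3% in random lists matched on transcripts, and FA4-higher regions at 10.1% against 15.5%. Vomeronasal receptors, 353 genes, stood at 21.8% against 57.3% and at 6.52% against 16.2%. Defensins stood at 40.3% for FA0-higher regions, the 0.37th percentile, and at 13.9% for FA4-higher regions, the 31.9th. Keratins had FA0-higher regions at 81.1% of 53 genes (99.95th percentile) and FA4-higher regions at 32.1% (99.8th). The protocadherin clusters, 57 genes, stood at 68.4% (98.75th) and 26.3% (98.5th), and 346 solute carriers at 81.8% (99.985th) and 28.6% (95.6th). Histone genes, 141 in number, stood at 65.2% (96.2nd) for FA0-higher but at 12.8% (10.2th) for FA4-higher regions, and 80 ribosomal protein genes at 72.5% (96.9th) and 22.5% (82.9th). FA0-higher regions were present at 74.4% of Hox genes against 62.2% in their random lists, and FA4-higher regions at 28.2% against 18.4%. For zinc finger genes the shares were 73.0% against 73.2% and 22.9% against 24.5%.

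Genes with more annotated transcripts had listed promoter regions more often. FA0-higher regions were present at 54.0% of genes with 0 to 1 transcripts and 86.4% of those above 10, and FA4-higher regions at 15.1% and 36.8%. In the complete promoter lists, regions with at least 50 reads in both libraries numbered 17, of which 14 were FA4-higher.

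More promoter regions were listed as higher in FA0. The scaling of each FA0 read as 2 FA4 reads stays open, since without it 65.1% (64.5 to 65.7) of listed promoter regions with at least 20 reads but 10.6% of those with at least 50 were FA0-higher, and regions that only another scaling would list are not in the lists. Fewer distinct fragments in FA4, each read more often, stay open too. Median reads in 380-bp FA4-higher promoter regions were 8.17 times those of FA0-higher ones, beyond the factor of 2. That ratio cannot decide, since this length keeps mainly shallow FA0-higher regions, with a median of 12 reads against a smallest listed number of 10. Of 83 FA0-higher promoter regions with 80 to 120 reads, 1.2% had this length. An FA0 immunoprecipitate less specific to 5mC also stays open, with the housekeeping list at the 71.0th percentile (46.5th within 500 bp of a TSS), although a promoter region can lie outside the CpG island. Higher 5mC at promoters without folate cannot be told apart from a difference between 2 libraries, and 9.94% of promoter regions with reads in both were FA0-higher.

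Most listed promoter regions had no read in the other library. Copies of single fragments counted as separate reads may account for the FA4-higher ones, of which 72.1% (71.8 to 72.4) genome-wide were exactly 380 bp long. That is the length that reads at 1 position must give in the simulated windows, against 1.21% with positions spread by an SD of 75 bp. Window and SD were settings of the simulation, so it cannot show which spread the reads had. Among FA0-higher regions, with fewer reads, 30.6% genome-wide and 37.1% at promoters had this length. Both exceed the 10.7% simulated with spread positions at FA0 read numbers of promoters, so an excess is not particular to FA4-higher regions. Among regions with 80 to 120 reads genome-wide, 0.743% of 404 FA0-higher regions had it, against 93.4% of 48877 FA4-higher ones. Whether duplicates were removed is not given in the sources used here, and no biological explanation was tested.

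At multi-copy loci, 28.8% (22.9 to 35.3) of the 219 regions listed there genome-wide were FA4-higher. That is more than was predicted for a filter that dropped reads with several matching places in FA4 alone. The regions were chosen by gene symbol, and whether their sequence matches several places was not measured, so the share cannot decide the question. In the complete promoter lists the share was 27.1% (15.3 to 41.8) of 48 regions, 10 of the 13 FA4-higher ones with FA0 reads. That no FA0-higher region there had an FA4 read is no pattern to explain genome-wide, because the list ends before most FA0-higher regions with FA4 reads. The test set for fewer distinct FA4 fragments, an FA4-higher share 1.30 times that over all regions, is therefore void. No biological explanation was tested.

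The genome-wide lists held 33992 symbols with FA0-higher and 27202 with FA4-higher regions, 26723 of them in both, which leaves 34471 distinct symbols. That is lower than the value quoted from the study above. The study's total is the sum of its numbers for the directions, so a symbol listed in both counts once for each, and the genes it calls methylated equal the FA0-higher list in number. The study describes lower 5mC in folate-deficient cells from average signal and heatmaps around TSSs, a measure that the lists do not hold. The counts of listed regions, an unlike measure, were higher in FA0. FA0-higher regions made up 10.6% of promoter regions and 6.83% of genome-wide regions with at least 50 reads, and 9.94% of promoter regions with reads in both libraries. The minimum of 50 reads favours FA4-higher regions, which carry more reads each, and the cause of the last share was not tested. Neither these shares nor the counts of listed regions give a direction of 5mC between the conditions.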
